A study of Mus musculus with 15 samples. Its data were reported in "Smarcb1 Loss Results in a Deregulation of esBAF Binding and Impacts the Expression of Neurodevelopmental Genes" (2022).

How the data were processed

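RNA was sequenced in 15 libraries from the mouse embryonic stem cell line derived from OG2 that carries an shRNA against Smarcb1 under a doxycycline-dependent promoter. Untreated cells (ctrl) were sampled at 48 h and 240 h, and doxycycline-treated cells (kd) at 48 h, 72 h and 240 h, with 3 libraries per group. Groups and replicate numbers were taken from the sample labels. The labels give no sequencing batch, and no doxycycline-treated line without the shRNA was analysed here.

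The authors aligned single-end reads to the mouse genome build mm10 (GRCm38) with STAR, counted reads per gene with R packages and tested the counts with DESeq2. The deposited values are FPKM, 1 value per gene and library, with chromosome, start, end and symbol, for the same genes in every library. The gene annotation behind the RNA-seq values is not stated. Of the listed genes, 53297 (96.5%) matched chromosome, start, end and symbol of a gene in GENCODE release M21 for GRCm38, which was used for identifiers, gene types, strand and GC content. Coordinates are 1-based, as the deposited tables give them.

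The deposited FPKM values were tested for how they had been made. Multiplying each value by the whole gene span, introns included, and by 1 total per library gave whole reads for 100% of the values above 0 in every library. Whole reads were counted with a tolerance of 0.001. The recovered totals lay between 11074998 and 14515300 reads per library. The reads summed over genes exceeded these totals by 7.38% to 8.34%, so some reads were counted for more than 1 gene. Among nested gene pairs in which the inner gene had at least 100 reads, the outer gene had no fewer reads than the inner gene in 967 of 967 pairs on the same strand and in 1217 of 1217 pairs on opposite strands. Reads were thus counted over whole gene spans and irrespective of strand, and values of overlapping or antisense genes are uncertain. The median ratio of gene span to exonic length among protein-coding genes was 4.90. A minimum in FPKM therefore leaves out long genes with many reads and lets in short RNA genes with few.

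The following were fixed before the data were examined: the groups, the tests, the gene lists, the rule for naming genes and the alternatives, except those named below as chosen later. Because the values are FPKM and not counts, the main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend in the prior variance) on log2(FPKM + 0.1), two-sided, over genes with a mean of at least 0.5 FPKM in the libraries compared. The pseudocount of 0.1 shrinks the log2 fold change of a gene whose level in a group comes near 0.1 FPKM. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change above 0.58, the thresholds of the study. Each knockdown group was compared with its control in a fit of the 6 libraries concerned. The 72 h kd libraries were compared with the 48 h ctrl libraries, as in the study, since 72 h has no control of its own among these libraries. The 240 h ctrl libraries were also compared with the 48 h ctrl libraries, and the 72 h kd with the 48 h kd libraries. An interaction term over 12 libraries tested whether the knockdown effect differed between 240 h and 48 h. Every adjusted p-value of a gene given in the text is from limma. An exact permutation test of 3 against 3 libraries cannot give a two-sided p-value below 0.1 and was not used.

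Gene lists were written from general knowledge for naive and primed pluripotency, neural progenitors, neurons, axon guidance, adhesion families, extracellular matrix, cytoskeleton, Hox genes, cell cycle, lipid catabolism, primitive endoderm, mesoderm, trophoblast, a 2-cell-like state, the polycomb complex PRC2 and subunits of BAF complexes. They stand in for gene ontology terms, which were not used here. Lists with at least 5 tested genes were tested with camera (limma, preset correlation 0.01), adjusted over 43 tests of lists in the 3 knockdown comparisons. Genes named in the text are Smarcb1, the pluripotency genes Sox2, Pou5f1, Nanog, Tbx3 and Klf4, and called genes of the PRC2 and BAF lists. Further genes named are, for each knockdown comparison, the 3 largest rises and the 3 largest falls among called genes with a mean of at least 1 FPKM whose groups did not overlap, leaving out predicted genes. For calls shared by all 3 time points, the 5 genes in each direction with the largest smallest change were named, and for calls in opposite directions the 5 with the largest smaller change. A gene selected by these rules is not reported here. Zscan4 and Usp17l genes were singled out after their values were seen.

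The alternatives were pseudocounts of 1 and 0.01, no FPKM minimum, a minimum of 2 FPKM, rescaling to TPM, centring on the median, quantile normalization, 1 fit of all 15 libraries, no trend in the prior variance, the replicate number as a block, each library left out in turn, other control groups, other thresholds, and fry or an estimated correlation in place of the preset correlation. Added after seeing the data were limma voom on the recovered reads of genes with a mean of at least 10 reads, a minimum of 10 reads with log2 FPKM, the removal of a trend with GC content and gene span, and a correlation with no shared control.

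The tests of single genes were tested on simulated data drawn from the means of these libraries, with a known set of genes changed 2-fold. On log2 FPKM, 94.8% of 191 changed genes were recovered with 12 false calls for the 48 h comparison, 90.6% of 192 with 6 false calls for 72 h, and 90.1% of 192 with 9 false calls for 240 h. Camera was tested on independent normal noise instead, at an unadjusted p-value under 0.05. In 100 simulations it called a shifted list in 100 and an unshifted list in 3. The shift was larger than the medians of the cytoskeleton, cell cycle and lipid catabolism lists called below. Genes of a real list may be correlated, so these rates do not carry over to the real lists. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Counting error alone is set by the reads behind a value, which are given beside genes with few reads. The reads carry no molecular identifiers. The study's chromatin and protein measurements were not analysed here.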

Results

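Transcript levels were measured by RNA-seq in a mouse embryonic stem cell line derived from OG2, in which doxycycline induces an shRNA against Smarcb1, a core subunit of the BAF chromatin remodelling complexes. The 15 libraries formed 5 groups of 3: untreated control cells at 48 h and 240 h (ctrl), and induced cells at 3 times, 48 h, 72 h and 240 h (kd). The library totals recovered from the deposited FPKM values were 13716912, 11086920 and 11322735 reads in 48 h ctrl, and 11518619, 11727888 and 11074998 in 48 h kd. They were 12798760, 12353047 and 13277221 reads in 72 h kd, 12439075, 12316539 and 12798813 in 240 h ctrl, and 13181394, 14515300 and 13617436 in 240 h kd. Between 24684 and 26535 of the listed genes had a value above 0 in a library. Replicates differed by more than sampling noise in each of the 15 pairs, with a chi-square per degree of freedom of the recovered reads between 1.30 and 11.3. They were counted as separate samples, as labelled. Repeat libraries of the same culture could also exceed sampling noise, so these values do not settle that point. The highest values, 11.3 and 9.14, belonged to the pairs that include 48 h kd replicate 2, a library with 2.35% mitochondrial reads against 0.469% to 1.81% in the others. Next came the pairs that include 240 h ctrl replicate 3, at 8.89 and 5.02. That library had the lowest mitochondrial share, 0.469%.

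Smarcb1, the target of the shRNA, was examined first in every library. The gene (ENSMUSG00000000902.13, protein-coding, minus strand) spans 75896769 to 75921617 on chromosome 10 of mm10 (GRCm38) and overlaps no other listed gene. Its level was 3.41, 3.46 and 3.93 FPKM in the 48 h ctrl libraries, from 953 to 1162 reads each, and 3.31, 3.55 and 3.40 FPKM in the 240 h ctrl libraries. In the knockdown it was 0.503, 0.820 and 0.618 FPKM at 48 h, from 144 to 239 reads each. It was 0.541, 0.639 and 0.512 FPKM at 72 h and 0.721, 0.621 and 0.638 FPKM at 240 h. Group means were 3.60 ± 0.290 FPKM in 48 h ctrl, 0.647 ± 0.161 in 48 h kd, 0.564 ± 0.0662 in 72 h kd, 3.42 ± 0.124 in 240 h ctrl and 0.660 ± 0.0531 in 240 h kd (SD, n = 3 each). The remaining level was 18.0% of the control mean at 48 h, 15.7% at 72 h and 19.3% at 240 h. The log2 fold change was -2.33 at 48 h (SE 0.16, limma adjusted p = 0.00169), -2.48 at 72 h (SE 0.09, adjusted p = 4.2e-05) and -2.21 at 240 h (SE 0.06, adjusted p = 5.7e-05). Every library lay on the side its label states. The alternative that moved these values most was a pseudocount of 1 in place of 0.1, which gave -1.48, -1.56 and -1.41.

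**Figure D1:**
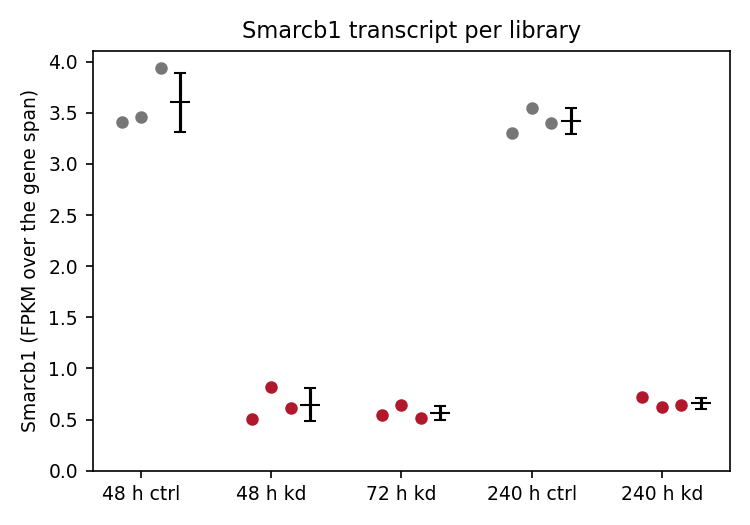
Smarcb1 level in FPKM (y axis) in each of the 15 libraries, by group (x axis). Grey points are ctrl libraries, red points are kd libraries, and the bar beside each group is its mean ± SD (n = 3). All 9 kd libraries lie between 0.503 and 0.820 FPKM, below the 6 ctrl libraries at 3.31 to 3.93 FPKM.

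In a principal component analysis of 11433 genes, the first component held 21.3% of the variance. The 72 h kd libraries lay between -35.6 and -33.9 on it, and the 6 ctrl libraries between 17.2 and 22.6. The second component (16.6%) set the 240 h kd libraries, at -36.6 to -33.9, apart from the other 12, which lay between 0.403 and 16.0. On the third (9.72%), 48 h kd replicate 2 lay farthest out, at 39.3.

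The comparison of 48 h kd with 48 h ctrl asked which transcripts differ early after induction. Of 11420 genes tested, 456 were called, 227 higher and 229 lower in the knockdown. In all 456 the 3 libraries of one group lay above the 3 of the other, as they did in 39.4% of the genes tested, where chance gives 10%. The alternative that moved this count most, apart from the thresholds, was limma voom on the recovered reads, chosen after seeing the data, which called 1485 of 16108 genes, 425 of them also called on log2 FPKM. Of the 456 calls, 22 rested on a mean of under 10 reads. Among genes with enough reads for a fold change, Tgm2 had the largest rise among the genes named by rule. Tgm2 (ENSMUSG00000037820.15, protein-coding, chromosome 2, 158116402 to 158146436) went from 0.931 ± 0.0889 to 6.22 ± 0.702 FPKM (SD, n = 3), a log2 fold change of 2.61 (SE 0.10, limma adjusted p = 0.000832). Its span overlaps Rprd1b. Ceacam1 (ENSMUSG00000074272.10, protein-coding, chromosome 7, 25461707 to 25477603, overlapping 4732471J01Rik) went from 0.984 ± 0.0948 to 4.05 ± 0.469 FPKM, a change of 1.94 (SE 0.10, adjusted p = 0.000982). The microRNA gene Mir196a-1 (ENSMUSG00000065546.1, chromosome 11, 96265164 to 96265265) was also among the 3 largest rises. It is listed at 0 in the 48 h ctrl libraries and had 1 to 4 reads in the 48 h kd libraries, so no fold change is given. The 3 largest falls were in Emp1, Smarcb1 and Ucp2. Emp1 (ENSMUSG00000030208.15, protein-coding, chromosome 6, 135362545 to 135383173) went from 2.48 ± 0.197 to 0.300 ± 0.0544 FPKM, a change of -2.70 (SE 0.12, adjusted p = 0.000832). Ucp2 (ENSMUSG00000033685.13, protein-coding, chromosome 7, 100493337 to 100502020, overlapping Dnajb13) went from 14 ± 0.868 to 4.24 ± 0.381 FPKM, a change of -1.70 (SE 0.08, adjusted p = 0.000832).

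The 72 h kd libraries were compared with the 48 h ctrl libraries to ask which transcripts differ a day later. Of 11440 genes tested, 1548 were called, 942 higher and 606 lower, and 82 of the calls rested on a mean of under 10 reads. Groups did not overlap in 1547 of the 1548 called genes and in 64.7% of the genes tested, against 10% by chance. On the recovered reads 3642 of 16146 genes were called, 1995 higher and 1647 lower, and 1459 genes were called by both fits. Against the 240 h ctrl libraries in place of the 48 h ones, 1901 genes were called, and 1248 of the 1517 calls that could be tested in both (82.3%) remained in the same direction. Tgm2 had risen further, to 10.2 ± 0.340 FPKM (SD, n = 3), with a log2 fold change of 3.32 against 48 h ctrl (SE 0.07, limma adjusted p = 1.4e-05). Apoe (ENSMUSG00000002985.16, protein-coding, chromosome 7, 19696109 to 19699188) went from 124 ± 4.81 to 625 ± 8.0 FPKM, a change of 2.33 (SE 0.04, adjusted p = 7.7e-06). Emp1 fell to 0.102 ± 0.00374 FPKM, a change of -3.67 (SE 0.08, adjusted p = 1.4e-05), from 26 to 28 reads per 72 h kd library against 598 to 639 in 48 h ctrl. That level is close to the pseudocount of 0.1, which shrinks the change, and the recovered reads gave -4.57. The other genes named by rule were short RNA genes with few reads, for which no fold change is given. The microRNA gene Mir6942 (ENSMUSG00000098790.1, chromosome 13, 21396578 to 21396638, inside the span of Zkscan3) had 2 reads in each 72 h kd library and is listed at 0 in 48 h ctrl. Scarna13 (ENSMUSG00000088789.1, small Cajal body RNA, chromosome 12, 105031075 to 105031349) had 0 to 2 reads in 72 h kd against 8 to 15 in 48 h ctrl. Mir3069 (ENSMUSG00000106366.1, chromosome 12, 105031077 to 105031141), which lies within Scarna13, had 0 to 1 reads against 5 to 8. Both overlap Snhg10, so their reads are not separate measurements.

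The comparison of 240 h kd with 240 h ctrl asked which transcripts differ after prolonged knockdown. Of 11401 genes tested, 1016 were called, 546 higher and 470 lower, with 52 resting on a mean of under 10 reads. In all 1016 called genes the groups did not overlap, as in 50.2% of those tested, against 10% by chance. On the recovered reads 2998 of 16633 genes were called, and 955 by both fits. Cyp2b23 (ENSMUSG00000040650.8, protein-coding, chromosome 7, 26665227 to 26686437) went from 0.153 ± 0.0319 to 2.37 ± 0.10 FPKM (SD, n = 3), a log2 fold change of 3.29 (SE 0.11, limma adjusted p = 6.0e-05), from 35 to 50 reads per ctrl and 635 to 728 reads per kd library. On the recovered reads, without the pseudocount of 0.1, its change was 3.95. Car4 (ENSMUSG00000000805.18, protein-coding, chromosome 11, 84957786 to 84966044) went from 0.358 ± 0.0861 to 3.27 ± 0.326 FPKM, a change of 2.89 (SE 0.15, adjusted p = 0.000149). The small nucleolar RNA gene Snord53 (ENSMUSG00000092887.1, chromosome 17, 71640879 to 71640956, inside Wdr43) had 2 to 5 reads in 240 h kd and 0 to 1 in 240 h ctrl. Its call was lost when any library except 240 h ctrl replicate 1 was left out, with limma adjusted p-values of 0.0767 to 0.113, and no fold change is given. Trh (ENSMUSG00000005892.4, protein-coding, chromosome 6, 92242061 to 92244650) fell from 154 ± 11.7 to 13 ± 0.624 FPKM, a change of -3.55 (SE 0.07, adjusted p = 3.8e-05). Emp1 fell from 2.43 ± 0.0814 to 0.120 ± 0.0238 FPKM, a change of -3.52 (SE 0.10, adjusted p = 5.7e-05), against -4.34 on the recovered reads. Krt17 (ENSMUSG00000035557.9, protein-coding, chromosome 11, 100256217 to 100261029) fell from 6.17 ± 0.228 to 0.743 ± 0.129 FPKM, a change of -2.91 (SE 0.12, adjusted p = 9.1e-05).

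**Figure D2:**
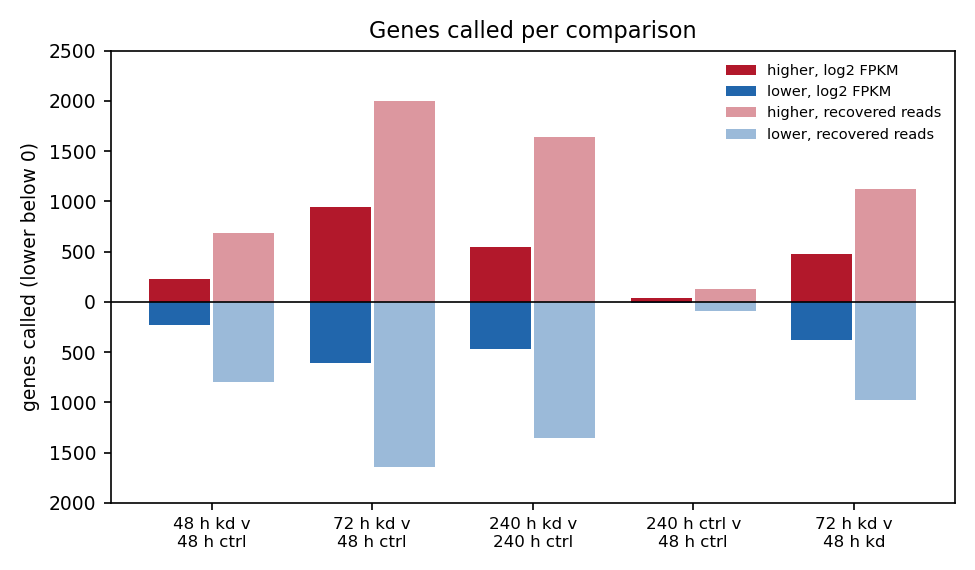
Number of genes called (y axis, higher above 0 and lower below 0) in each comparison of 3 against 3 libraries (x axis). Dark bars are limma on log2 FPKM and light bars are limma voom on the recovered reads, with red for higher and blue for lower. The 72 h kd comparison has the most calls in both fits (1548 and 3642) and the comparison of the 2 control groups the fewest (54 and 220).

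The 240 h ctrl libraries were set against the 48 h ctrl libraries to measure how untreated cells changed over the culture time. Of 11359 genes tested, 54 were called, 40 higher and 14 lower at 240 h, of which 17 rested on a mean of under 10 reads. The count depended on every library: it fell to between 2 (without 48 h ctrl replicate 3) and 10 (without 240 h ctrl replicate 2) when each was left out in turn. The 72 h kd libraries were compared with the 48 h kd libraries to ask how 2 durations of knockdown differ without use of a control. Of 11500 genes tested, 857 were called, 479 higher and 378 lower at 72 h. After rescaling to TPM the count was 1027, with 697 higher and 330 lower. With a trend with GC content and gene span removed, an alternative chosen after seeing the data, it was 737, with 368 higher and 369 lower.

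Time dependence was also tested directly, as the difference between the knockdown effect at 240 h and that at 48 h. Of 11412 genes tested over 12 libraries, 664 differed, 310 with a higher and 354 with a lower effect at 240 h. For Smarcb1 itself the difference was 0.11 on the log2 scale (SE 0.18, limma adjusted p = 0.724). For the comparison of 72 h with 240 h no such test was made, since 72 h has no control of its own.

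Calls were then compared between time points to ask which changes were shared. At 48 h and 72 h, 308 genes were called in both, 304 of them in the same direction. At 48 h and 240 h the number was 242 (227 in the same direction), and at 72 h and 240 h it was 444 (414 in the same direction). The log2 fold changes at 48 h and 72 h had a Pearson correlation of 0.606 across 11137 genes, which are not independent replicates. These comparisons share their control libraries: 100 simulations of unchanged groups against those controls gave a mean correlation of 0.495 and at most 0.564. The same sign was found in 70.2% of genes, against 66.7% in the simulations. With 72 h set against the 240 h ctrl libraries, so that no control was shared, the correlation was 0.336. The 48 h and 240 h comparisons share no library, and their changes correlated at 0.313 across genes. The 72 h and 240 h changes correlated at 0.366.

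At all 3 time points, 178 genes were called in the same direction, 83 higher and 95 lower. The recovered reads gave 271 higher and 369 lower, and of the genes called on log2 FPKM 82 higher and 94 lower were called there too. Named by rule among the shared rises were Tgm2, Sox1, Ceacam1 and Prob1. Sox1 (ENSMUSG00000096014.1, protein-coding, chromosome 8, 12395295 to 12400126) changed by 1.30, 1.73 and 1.55 on the log2 scale at 48 h, 72 h and 240 h, and Prob1 (ENSMUSG00000073600.5, protein-coding, chromosome 18, 35650351 to 35655238) by 1.19, 2.29 and 2.17. Sox1 lies within the span of Sox1ot and Prob1 overlaps Gm50318, so reads of either could belong to the overlapping gene. Tgm2 and Ceacam1 changed by 1.34 and 1.24 at 240 h. The shared falls named by rule were Emp1, Smarcb1, Lama1, Gpx2 and Spn. Lama1 (ENSMUSG00000032796.8, protein-coding, chromosome 17, 67697259 to 67822647) changed by -1.65, -2.0 and -1.72, from 1271 to 1589 reads per library in 48 h ctrl to 319 to 321 in 48 h kd. The recovered reads gave Lama1 changes of -2.04, -2.57 and -2.07. Spn (ENSMUSG00000051457.7, protein-coding, chromosome 7, 127132232 to 127137823) changed by -1.38, -1.85 and -1.64, from 59 to 83 reads per 48 h ctrl library. Gpx2 (ENSMUSG00000042808.8, protein-coding, chromosome 12, 76792333 to 76795554, overlapping Fntb) changed by -1.64, -1.72 and -2.65, and by -1.97, -2.04 and -3.33 on the recovered reads. At 48 h Gpx2 had 38 to 45 reads per ctrl and 4 to 17 per kd library (limma adjusted p = 0.0453), and the call was lost when any of 4 libraries was left out, with adjusted p-values of 0.0883 without 48 h kd replicate 1 and 0.0955, 0.147 and 0.130 without 48 h ctrl replicate 1, 2 or 3. For Sox1, Prob1, Lama1 and Spn the limma adjusted p-values lay between 3.4e-05 (Prob1 at 72 h) and 0.00351 (Prob1 at 48 h).

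Some genes were called in opposite directions at different time points. There were 4 between 48 h and 72 h, 15 between 48 h and 240 h and 30 between 72 h and 240 h. On the recovered reads these counts were 20, 61 and 135. Nkx6-3 (ENSMUSG00000063672.7, protein-coding, chromosome 8, 23153269 to 23158948) was higher at 48 h, by 1.79 (SE 0.10, limma adjusted p = 0.000994), and lower at 240 h, by -1.71 (SE 0.13, adjusted p = 0.000480). Khdc3 (ENSMUSG00000092622.8, protein-coding, chromosome 9, 73101836 to 73104438, overlapping Gm20509) was lower at 48 h, by -1.09 (adjusted p = 0.00508), and higher at 240 h, by 1.28 (adjusted p = 0.00175). Fabp3 (ENSMUSG00000028773.8, protein-coding, chromosome 4, 130308595 to 130315463, overlapping Zcchc17) was higher at 72 h, by 1.03, and lower at 240 h, by -1.07, with adjusted p-values of 0.000167 and 0.000111. The non-coding RNA gene Bc1 (ENSMUSG00000115783.1, chromosome 7, 144914470 to 144914637) was higher at 48 h (1.01) and 240 h (0.98) and lower at 72 h (-1.21). Its 48 h call (adjusted p = 0.0330) was lost when any library except 48 h kd replicate 1 was left out, with adjusted p-values of 0.0536 to 0.0975. The microRNA gene Mir7688 (ENSMUSG00000098679.1, chromosome 10, 93433107 to 93433162) had 4 to 5 reads in 72 h kd against 7 to 15 in 48 h ctrl, and 10 to 13 in 240 h kd against 3 to 7 in 240 h ctrl. Its call at 240 h was likewise lost without any library except 240 h ctrl replicate 1, with limma adjusted p-values of 0.0547 to 0.0801.

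Expression of key pluripotency genes was examined to ask whether it changed with the knockdown. Tbx3 (ENSMUSG00000018604.18, protein-coding, chromosome 5, 119670669 to 119684724, overlapping Tbx3os1) fell from 5.96 ± 0.143 FPKM in 48 h ctrl to 2.39 ± 0.0804 in 48 h kd and 2.75 ± 0.207 in 72 h kd, and from 8.24 ± 0.360 in 240 h ctrl to 3.79 ± 0.319 in 240 h kd (SD, n = 3 each). Its log2 fold changes were -1.28, -1.09 and -1.10 at 48 h, 72 h and 240 h, with limma adjusted p-values of 0.000832, 9.3e-05 and 0.000285. Klf4 (ENSMUSG00000003032.8, protein-coding, chromosome 4, 55527143 to 55532466) changed by -0.87, -0.76 and -1.21, with adjusted p-values of 0.000832, 5.8e-05 and 0.000124. The other 3 genes did not pass the threshold on the fold change at any time point. Sox2 (ENSMUSG00000074637.7, protein-coding, chromosome 3, 34650405 to 34652461, within the span of Sox2ot) nevertheless differed by more than the spread between replicates, by -0.35, 0.14 and -0.29, with adjusted p-values of 0.00736, 0.0114 and 0.00437. Nanog (ENSMUSG00000012396.12, protein-coding, chromosome 6, 122707489 to 122714633) differed by -0.14, 0.13 and -0.09, with adjusted p-values of 0.0760, 0.0128 and 0.0845. Pou5f1 (ENSMUSG00000024406.16, protein-coding, chromosome 17, 35506018 to 35510772, overlapping Gm19553) differed by 0.20, -0.06 and -0.09, with adjusted p-values of 0.235, 0.341 and 0.364. Adjusted over the list alone, the p-values were under 0.05 for 4 of the 5 genes at each time point, Pou5f1 being the exception.

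**Figure D3:**
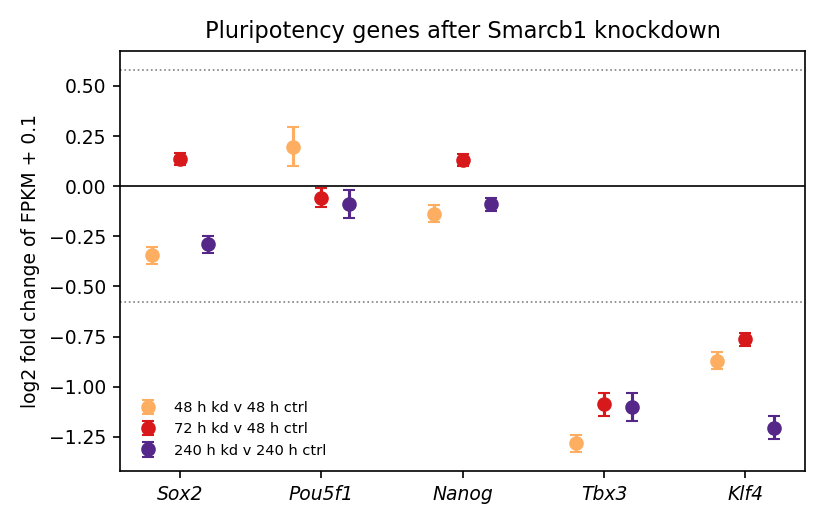
Log2 fold change of FPKM + 0.1 (y axis) of pluripotency genes (x axis) in kd against ctrl libraries at 48 h, 72 h (against 48 h ctrl) and 240 h. Points are limma estimates from 3 against 3 libraries, bars are ± SE, and dotted lines mark the threshold of 0.58 on either side of 0. Tbx3 and Klf4 lie below the lower line at each time point, and Sox2, Pou5f1 and Nanog lie between the lines.

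Genes of PRC2 and of the BAF complexes were examined because the knockdown lowers a BAF subunit. Of 40 genes on the lists, 32 reached the FPKM minimum and were tested on log2 FPKM. At 48 h 0 of these were called, while 6 had a limma adjusted p-value under 0.05 without passing the fold change and 16 an unadjusted p-value under 0.05. At 72 h Eed (-0.75, adjusted p = 0.000163), Epop (-0.68, adjusted p = 0.000167), Phf1 (0.61, adjusted p = 0.00771) and Smarcc2 (0.66, adjusted p = 0.000205) were called, and at 240 h Aebp2 (1.09, adjusted p = 0.000166). Adjusted over the list alone, for each list, the calls were the same in number: 3 of 11 PRC2 genes and 1 of 11 shared BAF subunit genes at 72 h, and 1 PRC2 gene at 240 h. Eed (ENSMUSG00000030619.9, chromosome 7, 89954654 to 89980983, overlapping E230029C05Rik) went from 11 ± 0.431 to 6.54 ± 0.317 FPKM at 72 h. Epop (ENSMUSG00000043439.5, chromosome 11, 97627389 to 97629702) went from 312 ± 14.6 to 195 ± 5.79 FPKM. Aebp2 (ENSMUSG00000030232.18, chromosome 6, 140622663 to 140678472) went from 1.92 ± 0.132 to 4.19 ± 0.133 FPKM at 240 h. Smarcc2 (ENSMUSG00000025369.15, chromosome 10, 128459248 to 128490482) went from 1.12 ± 0.0587 to 1.84 ± 0.0379 FPKM at 72 h. Phf1 (ENSMUSG00000024193.8, chromosome 17, 26933052 to 26937908, overlapping Gm41555) had 60 to 127 reads per library in 48 h ctrl and 72 h kd. Its fold change dropped under the threshold without 48 h ctrl replicate 2 (0.54) or replicate 3 (0.56). Neither Phf1 nor Smarcc2 passed it with pseudocount 1 (0.40 and 0.42) or with a trend with GC content and gene span removed, an alternative chosen after seeing the data (0.488 and 0.549), and Phf1 did not after quantile normalization (0.578). None of the 4 tested cBAF genes, the 4 PBAF genes or the 2 tested ncBAF genes was called at any time point on log2 FPKM, and their largest absolute changes over the time points were 0.44 (72 h), 0.29 (240 h) and 0.41 (48 h). On the recovered reads 38 of the 40 genes were tested, and 1 was called at 48 h, 7 at 72 h and 2 at 240 h. The call at 48 h was Phf19 of the PRC2 list (ENSMUSG00000026873.9, chromosome 2, 34893757 to 34914026, overlapping Gm13448), which lies under the FPKM minimum. It changed by -1.15 at 48 h (SE 0.11, limma voom adjusted p = 1.8e-05), from 152 to 194 reads per 48 h ctrl library to 69 to 72 in 48 h kd, and by -1.72 at 72 h (adjusted p = 4.3e-10). At 240 h its change of -0.54 did not pass the fold change (adjusted p = 0.00276). Smarcd3, also under the minimum and overlapping Chpf2, changed by -0.60 at 72 h and -0.76 at 240 h, and Ezh1, which was not called on log2 FPKM (0.57), by 0.60 at 72 h. The other calls on the reads were the 5 made on log2 FPKM.

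Gene lists were tested for a shift as a whole, to ask whether nervous system, adhesion, cell organisation, cell cycle, metabolism and pluripotency genes moved together. With camera, 4 of 43 tests were called. Cytoskeleton genes were lower at 48 h (75 genes, 22 of them higher, median log2 fold change -0.17, adjusted p = 0.000511 by camera in limma), as were cell cycle genes (55 genes, 14 higher, median -0.11, adjusted p = 0.00299). Lipid catabolism genes were higher at 72 h (43 genes, 33 higher, median 0.12, adjusted p = 0.0492), a call that was lost without 48 h ctrl replicate 1 (adjusted p = 0.0904) and without 72 h kd replicate 1, 2 or 3 (0.0570, 0.0783 and 0.0808). Trophoblast genes were higher at 240 h (8 genes, 7 higher, median 0.94, adjusted p = 0.00299). All 4 held under fry, which called 28 of 43 tests, and none held with an estimated correlation, which called 0 of 43, with 1 at an unadjusted p-value under 0.05. The remaining lists were called at no time point with camera. At 72 h their medians were 0.13 for naive and -0.20 for primed pluripotency, 0.17 for neural progenitor, -0.36 for neuronal, 0.16 for axon guidance, 0.11 for adhesion, -0.16 for extracellular matrix, 0.42 for mesoderm, -0.11 for PRC2 and 0.09 for shared BAF genes. Primitive endoderm genes could be tested at 240 h alone (5 genes, median 0.82, adjusted p = 0.781).

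The lists met the FPKM minimum unequally, because it acts on gene length. Of 61 neuronal genes, with a median span of 77470 bases, 16 reached it over all libraries, whereas 49 had a mean of at least 10 reads. On the recovered reads 7 of 50 tests were called, 2 of them also called on log2 FPKM, namely cytoskeleton and cell cycle at 48 h. Neuronal genes were lower at 72 h (46 genes, 15 higher, median -0.26, adjusted p = 0.00638 by camera in limma) and at 240 h (49 genes, 19 higher, median -0.16, adjusted p = 0.0203). Primed pluripotency genes were lower at 72 h (18 genes, 6 higher, median -0.37, adjusted p = 0.00638), and adhesion genes were lower at 240 h (93 genes, 36 higher, median -0.25, adjusted p = 0.0253). Genes of the 2-cell-like list, of which too few reached the FPKM minimum to be tested, were higher at 240 h (10 genes, 10 higher, median 5.03, adjusted p = 7.1e-07). The list holds 26 genes. A member near 0 in ctrl reaches a mean of 10 reads only if it rises, so this minimum favours members that rose. Copies of multi-copy families make up most of the list, and the preset correlation of 0.01 counts them as nearly independent. The p-value for this list thus overstates the evidence. Trophoblast genes (19 genes, 12 higher, median 0.23) had an adjusted p-value of 0.0945. The direction of some lists that were not called depended on the genes admitted: on the reads the extracellular matrix median was 0.26 at 72 h (51 genes, adjusted p = 0.512) and 0.39 at 240 h (58 genes, adjusted p = 0.0945), against -0.16 and -0.03 on log2 FPKM, and that of the shared BAF genes at 72 h was -0.006 against 0.09. Hox genes, tested on reads alone (7 genes, 6 higher, median 0.70), had an adjusted p-value of 0.168.

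The 2-cell-like list is made up mostly of multi-copy families, whose copies cannot be counted separately with certainty, so reads were summed over each family. The 9 Zscan4 genes together had 277 to 322 reads in the 240 h kd libraries and 1 to 17 in the other 12 libraries. The 5 Usp17l genes together had 90 to 126 and 1 to 13 reads. Per 1000000 library reads, Zscan4 had 0.648 to 1.28 reads in 72 h kd, above the 0.0812 to 0.563 of the 6 ctrl libraries, and 0.451 to 0.767 in 48 h kd against 0.146 to 0.353 in 48 h ctrl. Usp17l had 0.452 to 1.02 in 72 h kd against 0.0883 to 0.180 in 48 h ctrl, while 240 h ctrl reached 0.487. In 48 h kd Usp17l had 0.0868, 0.597 and 0.181, which overlaps 48 h ctrl. These smaller differences rest on at most 17 reads per library and family.

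**Figure D4:**
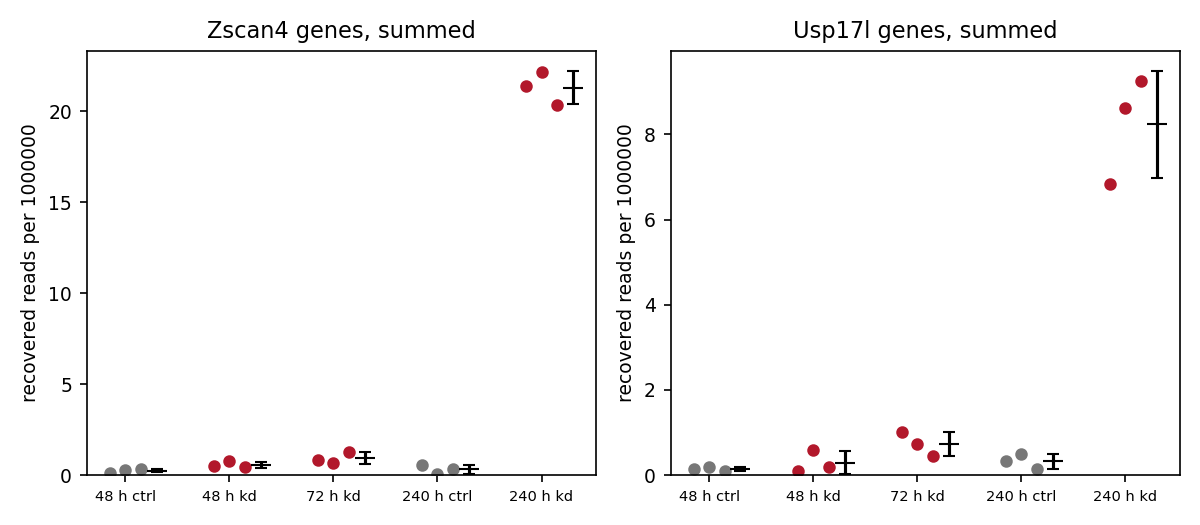
Recovered reads per 1000000 library reads (y axes) summed over 9 Zscan4 genes and over 5 Usp17l genes, per library and group (x axes). Grey points are ctrl libraries, red points are kd libraries, and bars beside each group are mean ± SD (n = 3). The 240 h kd libraries lie between 20.3 and 22.2 for Zscan4 and between 6.83 and 9.25 for Usp17l, and the other libraries reach at most 1.28 and 1.02.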

Values the study reported

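The study reported 239 genes higher and 337 genes lower in expression at each of the time points it examined. It kept genes with an adjusted p-value under 0.05 and an absolute log fold change above 0.58. It described Sox2, Pou5f1 and Nanog as not changed in the first days of the knockdown, and Tbx3 and Klf4 as lower at every time point.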

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

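Of the tests in this part, the 10 splits per comparison and the drawn splits of the interaction were chosen before the results were seen, while the tests on background reads, on the depth of the knockdown, on overlapping genes, on random lists and the splits for the gene lists were chosen after. What drew attention here are differences between time points, each tested directly, either as the interaction of 240 h with 48 h or as 72 h kd against 48 h kd. The interaction compares effects of the knockdown. The second comparison uses no control, so it compares levels in kd libraries. A change of untreated cells between 48 h and 72 h is not removed from it. Doxycycline and the knockdown go together in these libraries, so an effect of the drug itself stays open throughout.

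The knockdown effect at 240 h differed from that at 48 h in 664 genes. Of these, 316 had been called at 240 h alone, 89 at 48 h alone, 68 at both and 191 at neither, and 630 were also called on the recovered reads. The 240 h kd libraries had more reads over genes that should be silent, which adds reads and would appear as rises. Falls made up 53.3% of the 664 differences, and 42.3% to 55.4% under 25 other settings, so they were not the majority throughout: rises outnumbered them in 5 of the 13 settings that leave out no library. Falls in that number argue against added background as the whole cause. A different depth of the knockdown, as seen in the transcript, is argued against as the whole cause too. The Smarcb1 change differed by 0.11 (log2) between 240 h and 48 h, less than its SE of 0.18. A deeper or a weaker knockdown would also move the changes of all genes one way, if each gene responds to depth in one direction. Of the 254 differences with changes of the same sign at both times, 221 were larger at 240 h and 33 (12.99%) at 48 h, and the smaller share was 10.97% to 15.60% when each library was left out in turn. A further 15 were called in opposite directions. A contribution of depth stays open, since the 221 changes larger at 240 h lie on the side that a deeper loss would favour. The paper reports that Smarcb1 protein fell gradually with time. Protein was not analysed here, so its depth may differ between 48 h and 240 h. Shuffling the time labels within kd and within ctrl libraries gave as many differences in 6 of 100 drawn splits, the real one included. All 6 kept the kd libraries of each time together and so hold the real contrast of kd libraries, and the 94 that mixed them gave at most 2. Another of the 6 gave 1531 differences, more than the 664 of the real split. As 6 kd libraries make only 10 splits, the share carries no weight for or against a chance split. The change of untreated cells between 48 h and 240 h, where 54 genes were called, is subtracted in this difference. Secondary changes under longer treatment may contribute and were not tested.

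Between 72 h kd and 48 h kd, 857 genes differed. Of these, 564 were called at 72 h and 120 at 48 h against the control, and 776 were called on the recovered reads. Only the real split of the 6 libraries gave as many calls, 1 of 10, and the highest count in another split was 7. With 10 splits a share under 0.1 cannot be reached whatever the data, so the share itself carries no weight for or against a chance split.

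Among the genes named in the report, the effect of the knockdown at 240 h minus that at 48 h was -1.27 for Tgm2, -0.70 for Ceacam1, -0.83 for Emp1, 3.09 for Cyp2b23, 1.89 for Car4, -2.44 for Trh and -2.44 for Krt17 on the log2 scale. It was 0.98 for Prob1, -3.50 for Nkx6-3, 2.37 for Khdc3, -0.93 for Fabp3 and 1.17 for Aebp2. The limma adjusted p-values ranged from 1.8e-06 (Nkx6-3) to 0.0105 (Ceacam1). Levels of Emp1 and Cyp2b23 come near the pseudocount of 0.1, and their differences on the recovered reads were -1.30 and 3.63. From 48 h kd to 72 h kd the change was 0.70 for Tgm2, 0.98 for Apoe, 0.80 for Car4, -1.05 for Trh, -1.06 for Krt17, 1.11 for Prob1 and -1.10 for Nkx6-3. It was 0.93 for Khdc3, 1.17 for Fabp3, -2.22 for Bc1 and -0.62 for Eed, with adjusted p-values from 0.000637 (Fabp3) to 0.00396 (Car4). The 6 named genes with a mean of under 10 reads were left out of this weighing. Tgm2, Ceacam1, Prob1, Khdc3, Fabp3 and Eed overlap another listed gene, and their values hold its reads as well.

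The same tests picked out gene lists. The median difference between the effects at 240 h and 48 h was -0.27 for naive pluripotency (24 genes, 7 higher, camera adjusted p = 0.00150), 0.44 for primed pluripotency (16 genes, 13 higher, 8.3e-06), -0.46 for adhesion (40 genes, 12 higher, 0.00144), 0.0745 for cytoskeleton (75 genes, 46 higher, 0.0116) and 1.23 for trophoblast (8 genes, 7 higher, 8.3e-06). From 48 h kd to 72 h kd the median change in level was -0.21 for primed pluripotency (15 genes, 5 higher, 0.0356), -0.35 for neuronal (16 genes, 4 higher, 0.00573) and 0.19 for lipid catabolism genes (43 genes, 33 higher, 0.00493). These directions were the same after rescaling to TPM, median centring and quantile normalization and on the recovered reads, though the primed list from 48 h to 72 h had an adjusted p of 0.0549 after quantile normalization. On the reads the adhesion median was -0.04 over 92 genes, so the size of that difference rests on the genes above the FPKM minimum. For 240 h against 48 h the reads also called extracellular matrix (median 0.20, camera adjusted p = 0.0266), primitive endoderm (0.76, 0.0243) and 2-cell-like genes (3.88, 0.00524). From 48 h kd to 72 h kd they also called extracellular matrix genes (0.32, 0.0273). On log2 FPKM the extracellular matrix medians were -0.07 and 0.32, so the direction for 240 h against 48 h differed. These adjusted p-values come from the preset correlation. For the 2-cell-like list it counts copies of a family as nearly independent genes, so that p-value overstates the evidence. For 240 h against 48 h, 6 of 100 drawn splits gave as many lists, 5, and all 6 kept the kd libraries of each time together, while the others gave at most 3. For 72 h kd against 48 h kd, 1 of 10 splits gave as many lists, the real one with 3, and the others gave at most 1. Neither share carries weight for or against a chance split, for the reason given above.

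The trophoblast list stood out at 240 h, where it had a median change of 0.94. Reads shared with overlapping genes do not explain it: over the 7 members that overlap no tested gene the median was 1.24, with 6 of 7 higher and an SD of 0.843 between genes. A general rise of genes at the same level is argued against too, as 100% of 10000 random lists matched on mean expression had a lower median (middle 95%: -0.20 to 0.20). The list is not uniform, however. Over the 19 members with enough reads, 12 were higher, the median was 0.23 and the list was not called (adjusted p = 0.0945), with Krt19, Plet1 and Tead4 among the members that fell on reads. Doxycycline and cells of another type stay open.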

How the results depend on the processing

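The fits on recovered reads, the 10-read minimum and the removal of the GC and span trend were added after seeing the data, and the other alternatives were planned. Among 161 recomputed values of the main results under other settings, 111 stayed within the bounds set (the same side of the threshold, or a count within 1.5 times), and 50 counts moved. Counts were not judged on direction. Only the Smarcb1 changes could reverse, and none of them did. The Smarcb1 change stayed past the threshold in every setting run, from -1.41 (240 h, pseudocount 1) to -2.68 (72 h, recovered reads).

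Counts follow the order 48 h kd, 72 h kd, 240 h kd, 240 h ctrl against 48 h ctrl, 72 h kd against 48 h kd, the interaction of 240 h with 48 h, and genes shared by all 3 time points, whose counts on log2 FPKM were 456, 1548, 1016, 54, 857, 664 and 178. A pseudocount of 1 gave 208, 745, 541, 27, 365, 333 and 80, as it shrinks the fold changes of low values by construction. A minimum of 2 FPKM gave 208, 768, 453, 32, 407, 324 and 76 over fewer genes tested. With no FPKM minimum, 2500 genes were called at 72 h, 1768 at 240 h, 1051 in the interaction and 269 at all time points, and 8 gene lists were called. Voom on the recovered reads gave 1485, 3642, 2998, 220, 2101, 1708 and 640, and 7 gene lists. The 10-read minimum with log2 FPKM gave 720 at 48 h, 2215 at 72 h, 1656 at 240 h, 1123 in the interaction and 318 shared, so part of the gain on the reads comes from the genes admitted. An adjusted p-value alone called 1844, 6290, 3848, 391 and 4081 genes in the 5 comparisons of groups and 909 shared, and an absolute log2 fold change above 1 called 120, 491, 399, 27 and 225, and 41 shared, as these thresholds are looser and stricter by construction.

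The comparison of 240 h ctrl with 48 h ctrl was the least stable. It gave 168 calls after rescaling to TPM (153 higher and 15 lower, against 40 and 14), 103 in 1 fit of all 15 libraries and 31 without the trend in the prior variance. Rescaling to TPM moved the median log2 fold change of all genes tested there from -0.02 to 0.09, a shift of the whole comparison, and the cause of the other changes was not tested. Rescaling to TPM also moved the split of 72 h kd against 48 h kd to 697 higher and 330 lower, from 479 and 378. Removing the GC and span trend gave 368 higher and 369 lower there. An absolute log2 fold change above 1 gave 96 higher and 129 lower, so the excess of rises depended on the setting. With other controls, 1661 genes were called at 72 h against all 6 ctrl libraries, 591 at 48 h against 240 h ctrl, where 304 of 441 calls remained in the same direction, and 1307 at 240 h against 48 h ctrl, where 831 of 994 remained.

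Of the gene list tests, fry called 28 and an estimated correlation 0 (1 at an unadjusted p-value under 0.05), against 4 with the preset correlation. The cause of the fall from 4 to 0 calls with an estimated correlation was not tested. Fry asks another question, whether a list changed by itself and not against the other genes, and the cause of its higher count was not tested.

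Each library left out in turn gave 343 to 447 calls at 48 h, 1521 to 1607 at 72 h, 943 to 1056 at 240 h, 724 to 922 for 72 h kd against 48 h kd, 586 to 691 in the interaction, 148 to 182 shared and 3 to 4 gene lists. Smarcb1 changes ranged from -2.49 to -2.18 at 48 h, -2.56 to -2.42 at 72 h and -2.27 to -2.18 at 240 h. The comparison of the control groups fell to 2 to 10 calls, lowest without 48 h ctrl replicate 3 and highest without 240 h ctrl replicate 2, so its 54 calls need all 6 libraries.

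The replicate numbers did not pair the libraries: the deviations of same-numbered libraries from their group means correlated at -0.10 to 0.14 across genes. With the replicate block 285 genes were called at 48 h and 0 between the control groups (3384 at an unadjusted p-value under 0.05).

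Of 1348 values recomputed for named genes and gene lists under other settings, 1299 kept their side of the threshold, 37 were weaker and 12 stronger. Of 715 with a library left out, 680 kept it, 34 were weaker and 1 was stronger. The calls lost most often were those of Gpx2, Car4 and Bc1 at 48 h, Snord53, Scarna13 and Mir7688 at 240 h and the lipid catabolism list at 72 h. Car4 at 48 h, for example, had an adjusted p of 0.0236, and of 0.0583 without 48 h kd replicate 2. The depth of 11074998 to 14515300 reads per library limits genes with under 10 reads in a library, for which a change of a few reads decides the call.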

Other observations

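Tests in this part chosen only after the result was seen are those on the short RNA genes, on the drift of untreated cells, on GC content and span, on the depth of the 240 h ctrl libraries and of the 11 libraries, on the minimum as the only cause, on splits of 2 comparisons at once and both on the Zscan4 and Usp17l genes, and the fit on recovered reads itself was added after seeing the data. The others were written down before.

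The number of genes called at all 3 time points was 83 higher here. That is lower than the value quoted from the study above. The number called at all 3 time points and lower was 95 here. That is lower than the value quoted from the study above.

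A candidate explanation for the low counts on log2 FPKM is that FPKM over whole gene spans puts long genes under the minimum of 0.5. At 72 h, 2183 genes were called on the recovered reads alone, and 1975 of them (90.5%) lay under the minimum. Their median span was 36891 bases, against 9311 for genes called by both fits. Of the 208 that were tested on FPKM, 171 had a limma adjusted p-value under 0.05 there, while 180 had an absolute log2 fold change of at most 0.58. Most were thus kept out by the fold change. The minimum was not the only cause, however. With the 16146 genes of the read fit admitted and log2 FPKM kept, 2215 genes were called, against 1548 with the minimum and 3642 on the reads. The pseudocount of 0.1 shrinks changes of genes at low FPKM by construction. Its share in the remaining gap was not tested. The overlap of the 3 time points rose to 271 higher and 369 lower on the reads.

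Large changes in short RNA genes may rest on few reads. Over the 3 knockdown comparisons, 133 calls were in genes of at most 200 bases, and 76 of them had a mean of under 10 reads. Of the 133, 49 (36.8%) passed an exact binomial test of the summed reads, which counts no replicate spread.

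Calls in nested genes may be reads of the host gene. Of 356 calls in genes that lie inside another tested gene, 144 (40.4%) had a host called in the same direction, against 1.56% of 3794 nested genes that were not called. These 356 were among 3020 calls over the 3 comparisons.

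The 72 h kd libraries have no control of their own time, so drift of untreated cells after 48 h was weighed as a cause. Of 1546 of the 72 h calls, 5.69% changed between 48 h ctrl and 240 h ctrl in the same direction by at least 0.5 times as much (5.56% to 6.27% when each ctrl library was left out in turn), and 7 were called there in that direction. This argues against drift that lasts to 240 h as the main cause. Drift that is gone by then stays open. At 72 h 60.9% of the calls were higher. With a trend with GC content and gene span removed from each library, 54.0% were higher, and 52.7% to 55.4% when each of 6 libraries was left out, so such a trend may account for part of the excess and is argued against as all of it. GC content was known for 97.9% of the genes tested.

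The 48 h comparison had the fewest calls of the 3 knockdown comparisons, and 48 h kd replicate 2 lay apart from replicates 1 and 3. Leaving it out gave 423 calls, against 447 without replicate 1 and 397 without replicate 3, so this library does not account for the low count.

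The 240 h kd libraries listed more genes above 0 than any other library, 26393 to 26535. Depth may explain part of this. After thinning every library to 11966348 gene reads, the lowest 240 h kd library had 25479 genes above 0, under the highest of the other 12 (25537). That highest was 48 h kd replicate 2 alone. The other 11 libraries reached at most 25245, in 240 h ctrl, below every 240 h kd library, so depth does not account for the difference from those 11. Background reads are a candidate cause. Over 1324 chemosensory receptor genes that overlap no other listed gene, the 240 h kd libraries had 45.3 to 52.3 reads per 1000000, above the 27.9 to 32.9 of 240 h ctrl. Leaving out the 10 genes with the most reads, the ranges were 18.7 to 22.5 and 10.6 to 12.4. The 3 genes that rose most held 688 of 1975 reads in 240 h kd and 285 of 1170 in 240 h ctrl. The source of such reads, be it genomic DNA, pervasive transcription or true expression, was not tested, and 48 h kd replicate 2 reached 45.4 reads per 1000000 too.

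The rise of Zscan4 and Usp17l genes at 240 h went far beyond that background. The summed reads per 1000000 of both families were 46.1 times as high in 240 h kd as in 240 h ctrl, while those of the silent genes were 1.54 times as high. Reads moved between near-identical copies would leave the family sums alike, but the lowest 240 h kd library had 28.2 reads per 1000000 and no other library had more than 1.88. Both tests argue against these technical causes. A small share of cells in a 2-cell-like state after prolonged knockdown is a candidate explanation and remains a hypothesis, found and tested on the same libraries. An effect of doxycycline or of culture under treatment stays open, and single copies within each family are uncertain.

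Other splits of the same libraries were counted for each comparison. For 48 h kd, 72 h kd and 240 h kd against their controls, for 240 h ctrl against 48 h ctrl and for 72 h kd against 48 h kd, 1 of 10 splits gave as many calls, the real one. The highest counts in another split were 14, 7, 6, 6 and 7. The real counts were 456, 1548, 1016, 54 and 857. As 10 splits allow no share under 0.1 whatever the data, these shares carry no weight for or against a chance split. Comparisons that share no library can be split at once. Of 100 splits of the 48 h and the 240 h comparison, 1 gave as many genes called in both in the same direction, the real one with 227, and the highest of the others was 2. For 72 h and 240 h it was also 1 of 100 splits, with 414 genes and at most 1. Both argue against chance splits as the source of the shared calls. For the gene lists, adjusted within a comparison, 4 of 10 splits at 48 h and 3 of 10 at 240 h gave as many calls as the real ones (2 and 1), and the size of the shifts was not compared. At 48 h and 240 h the number of lists called thus does not set the real split apart from splits that mix kd and ctrl libraries. At 72 h the real split gave 0 calls (5 at an unadjusted p-value under 0.05), so all 10 of 10 splits have as many by construction and decide nothing.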
